# An RNA Switch of a Large Exon of Ninein Is Regulated by the Neural Stem Cell Specific-RNA Binding Protein, Qki5

**DOI:** 10.3390/ijms20051010

**Published:** 2019-02-26

**Authors:** Yoshika Hayakawa-Yano, Masato Yano

**Keywords:** Ninein, Quaking, RNA-binding protein, HITS-CLIP, neural development

## Abstract

A set of tissue-specific splicing factors are thought to govern alternative splicing events during neural progenitor cell (NPC)-to-neuron transition by regulating neuron-specific exons. Here, we propose one such factor, RNA-binding protein Quaking 5 (Qki5), which is specifically expressed in the early embryonic neural stem cells. We performed mRNA-SEQ (Sequence) analysis using mRNAs obtained by developing cerebral cortices in *Qk* (*Quaking*) conditional knockout (cKO) mice. As expected, we found a large number of alternative splicing changes between control and conditional knockouts relative to changes in transcript levels. DAVID (The Database for Annotation, Visualization and Integrated Discovery) and Metascape analyses suggested that the affected spliced genes are involved in axon development and microtubule-based processes. Among these, the mRNA coding for the Ninein protein is listed as one of Qki protein-dependent alternative splicing targets. Interestingly, this exon encodes a very long polypeptide (2121 nt), and has been previously defined as a dynamic RNA switch during the NPC-to-neuron transition. Additionally, we validated that the regulation of this large exon is consistent with the Qki5-dependent alternative exon inclusion mode suggested by our previous Qki5 HITS-CLIP (high throughput sequencing-cross linking immunoprecipitation) analysis. Taken together, these data suggest that Qki5 is an important factor for alternative splicing in the NPC-to-neuron transition.

## 1. Introduction

Alternative pre-mRNA splicing is a major mechanism for producing diverse proteins from a single gene, and drives cellular differentiation [1,2,3,4]. In the brain, pre-mRNA splicing generates transcriptome complexity between neural subtypes and developmental stages [5,6], and its mis-regulation is often associated with neurological diseases [7,8]. Several reports show that alternative splicing dynamics regulate neural development through RNA-binding proteins (RNABPs), such as Ptbp1/2, Srrm4, RbFoxs, RBM4, Qki5, and Nova2, in conjunction with their direct RNA switches [9,10,11,12,13,14,15,16]. For example, *Dab1* splicing is involved in neocortical radial migration [14,17], *Ank3* splicing switch is involved in the assembly of the axon initial segment [18], *Elavl4* splicing switch changes splicing activity [19], and *Nin* and *Flna* splicing are involved in the maintenance of apical neural progenitor cells (NPCs) and neuronal differentiation during NPC-to-neuron transition [16]. Of particular interest are the different roles that Ninein plays in neurons and NPCs, e.g., regulation of axonal development in neurons [20] and formation of centrosome structure in neural stem cells [21]. Alternative splicing variants give rise to these functional differences of the Ninein protein between NPCs and neurons. These differing functions are well-characterized by differential subcellular protein localization. In NPCs, Ninein is localized to the centrosome by binding to the centrosomal proteins CEP170 and CEP250. In these cells, the Ninein protein includes domains encoded by a very large, internal alternative exon, exon 18, as well as exon 29bc. In neuronal cells, Ninein lacks exon 18 and includes exon 29a, and does not bind to the centrosomal proteins, as evidenced by its diffuse cytoplasmic localization [16]. In neuronal cells, exon 29a is included by the RNABPs RbFox1/2/3, but the regulation of exon 18 remains unclear. 

*Quaking* (*Qk*) gene generates three major alternative spliced mRNAs encodes three RNA-binding protein isoforms, Qki5, Qki6, and Qki7, which differ only in C-terminal regions [22]. In our previous study, we proposed Qki5 as a novel neural stem cell regulator in the developing neocortex, as evidenced by its highly specific expression in neural stem cells relative to Qki6 and 7 [11]. Qki5 governs alternative splicing events through three modes of pre-mRNA splicing regulation, as predicted by transcriptome analysis and HITS-CLIP, a method that map the protein-RNA interaction at the transcriptome-wide [23,24,25] and suppresses neuronal transcript levels in primary neural stem cell culture [11]. Although this evidence suggests that Qki5 is associated with NPC-to-neuron transition via pre-mRNA splicing, the splicing dynamics and specific targets of Qki5 in the developing neocortex remain unclear. In the present study, we performed mRNA-SEQ analysis using mRNAs obtained from the cortex of *Qk* conditional knockout (cKO) mice to examine Qki5-dependent RNA splicing dynamics as they relate to the NPC-to-neuron transition. We found several Qki5-dependent alternative splicing changes, including a very large exon18 of the *Nin* gene, which is strongly associated with the NPC-to-neuron transition. 

## 2. Results

### 2.1. The mRNAseq Analysis of Qk Conditional Knock-Out Cortices

We performed unbiased mRNA-SEQ analysis to detect Qki-dependent transcriptomics in the developing neocortex. Embryonic day 14.5 mouse cortex RNA from two independent *Qkfl*/*fl* (control) and *Nestin*-cre:*Qkfl*/*fl* (*Qk cKO*) littermates was used to prepare mRNA libraries through polyA selection and 150 base pair (bp) paired-end sequencing using the Illumina (San Diego, CA, USA) HiSeq system. Sequence reads were aligned to the mouse genome (mm10) and an exon junction database using OLego, and gene expression levels and alternative splicing events were quantified using Quantas [26]. 

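The experiment compared cortical RNA of 2 control and 2 *Qk cKO* embryos at embryonic day 14.5, sequenced as paired reads of 150 nt. In *Qk cKO* embryos, Cre recombinase is expressed from the *Nestin* promoter in neural progenitor cells, where it removes exon 2 of *Qk* between 2 loxP sites. For each sample the authors deposited the number of tags that Quantas assigned to each of 23038 genes, together with the RPKM of the gene. A tag is the unit that Quantas counts and need not be 1 sequenced fragment. The deposited numbers of tags are estimated counts that need not be whole. The authors also deposited, for 38240 alternative splicing events of 6 types, the tags supporting each of the isoforms and the tags on each exon junction. From these values, steady-state levels were compared with edgeR's quasi-likelihood test on the tags per gene, rounded to whole numbers and scaled by the TMM method, over the 18834 genes with at least 1 tag. Splicing was compared with Fisher's exact test on the isoform tags of each event, summed over the 2 replicates of each group and rounded. The inclusion of an event was calculated from its junction tags, and Δ*I* is the inclusion in control minus that in *Qk cKO*. An event was tested if its coverage was at least 20 tags, coverage being the smallest row or column sum of its junction tags by group. P-values were adjusted by the Benjamini-Hochberg method, within each event type for splicing, and changes were called at p below 0.01 and FDR below 0.1. With tags summed over replicates, Fisher's exact test takes the tags as independent and leaves out the variation between embryos, whereas edgeR estimates that variation from the replicates.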

In total, about 80 million paired-end reads were obtained for the control and *Qk cKO* mRNA-SEQ samples. 

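Quantas assigned 41425889 and 37942046 tags to genes in control replicates 1 and 2, and 42994832 and 41072024 tags in *Qk cKO* replicates 1 and 2. For the same samples Table 1 of the paper gives 83931860 and 80674030 total reads in control and 79970980 and 80218216 in *Qk cKO*. In each sample the tags outnumber the gapless pairs given in Table 1, so a tag need not be 1 sequenced fragment. All comparisons use the tags. Tags were found on 17555 to 17676 genes per sample, and the 10 genes with the most tags took between 3.30% and 3.45% of them. The TMM scaling factors lay between 0.989 and 1.01, so the composition of the libraries differed little. The biological coefficient of variation that edgeR estimated over all genes was 0.0953.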

Over 10 million clusters included spliced junction reads among uniquely mappable regions (Table 1). 

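*Qk* lies on the minus strand of chromosome 17 from 10202601 to 10319854 (mm10), and exon 2, of 143 nt, lies from 10282839 to 10282981. The splicing events in the files do not cover the body of exon 2. Exon 2 was therefore measured by the tags on the junction of exons 2 and 3, relative to those on the junction of exons 3 and 4, a measure settled only after it was known which events the files hold. The exon 2-3 junction had 635 and 565 tags in control replicates 1 and 2, and 63 and 68 tags in *Qk cKO* replicates 1 and 2. The exon 3-4 junction, outside the deleted part, had 574 and 439 tags in control and 898 and 830 tags in *Qk cKO*. Per 100 tags on the exon 3-4 junction, there were 110.6 and 128.6 exon 2-3 tags in control against 7.02 and 8.19 in *Qk cKO*. Over the summed tags, the exon 2-3 junction in *Qk cKO* was at 6.40% of control (two-sided Fisher's exact test on the tags, p = 4.80e-251). The value was 6.35% with the replicate number as a block, with a p-value of 1.13e-224 from the Cochran-Mantel-Haenszel test on the tags, and it lay between 5.90% and 6.92% with each embryo left out in turn. The reduction is far larger than the difference between replicates of either group.

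**Figure D1:**
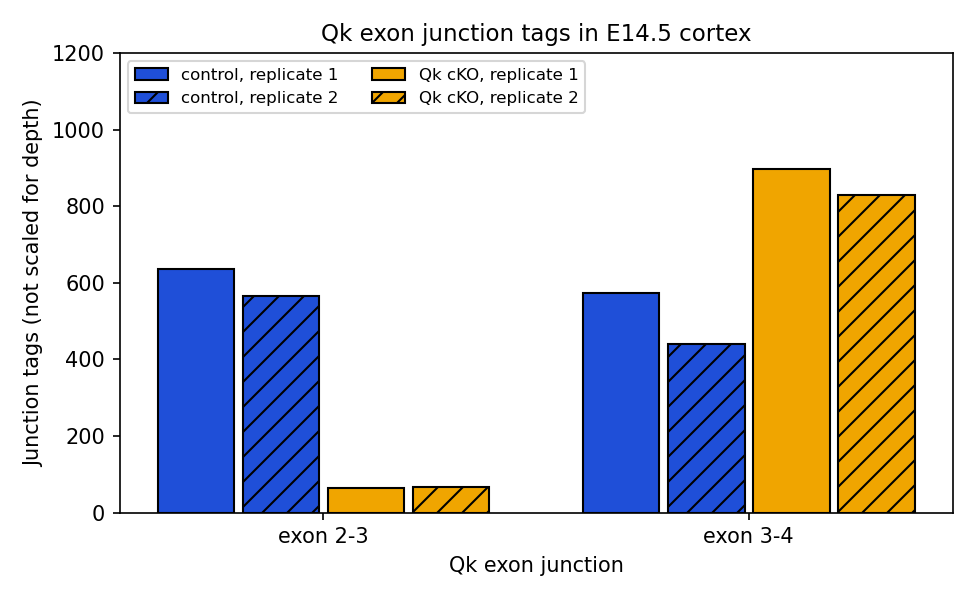
Tags on the exon 2-3 and exon 3-4 junctions of *Qk* in each embryo (vertical axis, tags not scaled for depth; blue, control; yellow, *Qk cKO*; hatched, replicate 2). Both *Qk cKO* bars of the exon 2-3 junction, at 63 and 68 tags, are below the control bars at 635 and 565, while the *Qk cKO* bars of the exon 3-4 junction are the taller ones.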

Importantly, Exon 2 of *Qk* mRNA was greatly reduced in *Qk* cKO, indicating high efficiency of Cre recombination and low contamination of non-neural tissue (Figure 1A). This reduction was also confirmed by a quantitative RT-PCR assay (Figure 1B). We investigated mRNA-SEQ data to determine whether loss of the *Qk* gene affects steady-state levels of mRNA. 

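Of the 18834 genes tested, 110 had changed steady-state levels in *Qk* cKO, 39 of them higher and 71 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number depended on the filter for weakly expressed genes. When only the 15447 genes kept by edgeR's filterByExpr entered the same test, 11 transcripts were called. With the replicate number as a block, 192 transcripts were called, 73 higher and 119 lower. Over 12958 expressed genes, the deviations of samples with the same replicate number from their group means had a correlation of 0.53. This correlation was -0.071 over the 11320 of these genes placed on autosomes, so apart from the sex chromosomes the numbers did not pair the samples. The transcript of *Qk* itself, which had lost exon 2, rose from an RPKM of 21.4 ± 0.406 (SD, n = 2) in control to 33.3 ± 1.18 (SD, n = 2) in *Qk* cKO. Its log2 fold change was 0.65 (standard error 0.065, FDR 2.50e-05 by edgeR) and stayed between 0.62 and 0.67 with each embryo left out in turn.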

In *Qk* cKO, steady-state levels of 15 transcripts were significantly upregulated, and 43 transcripts were significantly downregulated (EdgeR statistics; *p* < 0.01, FDR < 0.1) (Figure 2A and Supplemental Table S1). Following the removal of weakly expressed transcripts (RPKM < 1.0 in either control or *Qk* cKO), we found only 38 transcripts with significant changes (Figure 2A). This suggests the possibility that the nuclear isoform Qki5, which functions in pre-mRNA splicing rather than in regulating expression level, is expressed in embryonic cortices at higher levels than the other isoforms, Qki6 and Qki7, which play roles in steady-state level of mRNA abundance [11,27]. 

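With genes removed whose mean RPKM was below 1 in control or in *Qk* cKO, 97 transcripts remained changed in edgeR's quasi-likelihood test, 37 higher and 60 lower in *Qk* cKO. With edgeR's exact test in place of it, 40 remained, 9 higher and 31 lower. Besides *Qk*, the transcripts with the smallest p-values among those higher in *Qk* cKO were *Arhgap11a*, with a log2 fold change of 0.59 (standard error 0.062, FDR 3.92e-05 by edgeR), *Hprt*, with 0.64 (standard error 0.105, FDR 0.00700), and *Suz12*, with 0.34 (standard error 0.059, FDR 0.0127). *Hprt* and *Suz12* were not called after filterByExpr, with FDR 0.125 and 0.166 by edgeR. Among those lower in *Qk* cKO, *Col2a1* fell by 0.62 on the log2 scale (standard error 0.057, FDR 1.39e-05 by edgeR) and *Rnf165* fell by 0.54 (standard error 0.059, FDR 7.14e-05). *Ttyh1* fell by 0.42 (standard error 0.054, FDR 5.87e-04 by edgeR) and *Ddah1* fell by 0.43 (standard error 0.057, FDR 8.21e-04). By the rule that chose these transcripts, both *Qk* cKO samples lay on the same side of both controls in each of them. The levels of *Nin* and *Flna* were not significantly changed. The log2 fold change of *Nin* was 0.09 (standard error 0.062, FDR 0.748 by edgeR), from an RPKM of 11.8 ± 0.706 in control to 12.5 ± 1.02 in *Qk* cKO (SD, n = 2 each), and that of *Flna* was 0.19 (standard error 0.077, FDR 0.447).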

To further determine whether the *Qk cKO* affects pre-mRNA splicing events in the embryonic neocortex, we next analyzed mRNA-SEQ data at the exon junction level. We discovered 859 mRNA splicing defects, which could be due to changes in Qki-dependent RNA splicing events with significant differences relative to the control (Fisher’s exact test in Quantas: *p* < 0.01, FDR < 0.1) (Figure 2B). 

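Of the 38240 events in the files, 11500 had the coverage needed for the test, and 862 of them were called as changed in 520 genes. Inclusion was higher in control in 406 of these events and higher in *Qk* cKO in 456. In 790 of the 862 events, both *Qk* cKO samples lay on the same side of both controls. The median coverage was 133 tags among the called events and 65.8 among all tested events. With the replicate number as a block (Cochran-Mantel-Haenszel test), 903 events were called, and the deviations of same-numbered samples had a correlation of 0.0106 over 6965 events, so the numbers did not pair the samples in splicing. The test of the replicate variation moved the number most, since edgeR's quasi-likelihood test of the interaction between isoform and genotype called 64 events, all of them also called by Fisher's exact test.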

Among the 358 alternative splicing changes that included at least 0.1 of Δ*I* ratio between control and cKO, all alternative exon types (cassette type, tandem cassette type, mutually exclusive, 5′ASS, 3′ASS, and retained intron) were included. 

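With Δ*I* of at least 0.1 in either direction, 380 of the called events remained, 185 with higher inclusion in control and 195 in *Qk* cKO. They included 223 cassette exons, 53 tandem cassette exons, 12 pairs of mutually exclusive exons, 13 alternative 5′ splice sites, 54 alternative 3′ splice sites and 25 retained introns. Of the retained introns, 23 were retained more in *Qk* cKO. All 358 events listed in Table S2 were among the 380. The other 22 were alternative 3′ splice sites with FDR between 0.0817 and 0.0992, 16 of them in a single gene. Among events with coverage of at least 50 and both *Qk* cKO samples on the same side of both controls, the largest decreases of inclusion in *Qk* cKO were in cassette exons of *Etl4* (Δ*I* 0.509), *Grip1* (0.505), *Ralgapa1* (0.369) and *Sbf1* (0.358). The exon of *Etl4*, on chromosome 2 from 20801542 to 20801661, was included at 0.650 in control and 0.141 in *Qk* cKO (Fisher's exact test, p = 3.23e-18, FDR 6.74e-16). Large increases were found in cassette exons of *Ubap2l* (Δ*I* -0.448), *Erbb2ip* (-0.439) and *Nrxn2* (-0.413). The exon of *Erbb2ip*, on chromosome 13 from 103830188 to 103830331, was included at 0.223 in control and 0.663 in *Qk* cKO (Fisher's exact test, p = 2.82e-32, FDR 1.62e-29). The exons of *Ubap2l* and *Ralgapa1* were not called by the edgeR interaction test, with FDR 0.261 and 0.106.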

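The enrichment score of an event type is its share of the changed events with Δ*I* of at least 0.1, divided by its share of the events tested. Cassette exons made up 58.7% of the changed and 40% of the tested events, which gives a score of 1.47 (two-sided Fisher's exact test, p = 6.32e-13 after Benjamini-Hochberg adjustment over the 6 types). Tandem cassette exons had a score of 1.91 (adjusted p = 9.40e-06 from the same test). The other types had scores below 1. They were 0.607 for mutually exclusive exons (adjusted p = 0.0768), 0.445 for 5′ splice sites (adjusted p = 9.49e-04), 0.617 for 3′ splice sites (adjusted p = 2.61e-05) and 0.392 for retained introns (adjusted p = 9.05e-09). Events of the same gene can overlap, so they are not independent of each other. With the edgeR interaction test in place of Fisher's exact test, the score of cassette exons was 1.94 over 54 changed events, and with the replicate number as a block it was 1.51 over 397.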

Notably, the cassette-type exon was significantly enriched compared with other types (enrichment score: 1.49) (Figure 2C). In addition, the changes of their cassette type exons are largely consistent with a position dependent alternative splicing mechanism, which we previously defined as evidenced by adding the information of Qki5-HITS-CLIP (high throughput sequencing-cross linking immunoprecipitation) result (Figure 2D, Supplemental Table S2 and [11]).

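Table S2 marks which cassette exons have Qki5 HITS-CLIP tags in the downstream intron, in the upstream intron or in the exon. These marks are the paper's, and the direction of each exon was recomputed from the junction tags. Of the 223 cassette exons in the table, 75 carry such a mark. Of the 37 exons with downstream tags, 31 were included more in control and 6 more in *Qk* cKO. Of the 38 exons with tags in the upstream intron or in the exon, 30 were included more in *Qk* cKO and 8 more in control. The direction thus followed the position map in 61 of the 75 exons, or 81.3% (95% Wilson interval, 71.1% to 88.5%), and direction depended on position (two-sided Fisher's exact test, p = 4.56e-08). Some of the 223 cassette exons are overlapping events of the same gene, whereas the interval and the test take exons as independent. The number that followed the map was 61 or 62 with each embryo left out in turn. Of the 148 exons without a mark, 82 were included more in control. Exon 18 of *Nin* carries the downstream mark.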

### 2.2. Enrichment Analyses Revealed that Qki Dependent Pre-mRNA Splicing Is Involved in Cytoskeleton-Related Pathways

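A called event with Δ*I* of at least 0.1 and a mean RPKM above 1 over the 4 samples was found in 262 genes. Of these, 63 had at least 2 such events. Also called in the comparison of steady-state levels were 7 of the 262 genes. Whether this is more or fewer than unrelated lists would share was not tested. The median RPKM was 17.1 for the 262 genes and 18.4 for the 4741 genes with any tested event and RPKM above 1. The number of genes was 40 when events were called by the edgeR interaction test.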

To investigate how *Qk* deficiency affects biological processes in cortical development, we performed a gene ontology (GO) analysis for a list of 251 genes with differentially spliced exons between control and *Qk* cKO (l Δ*I* l > 0.1 and RPKM > 1) using DAVID (The Database for Annotation, Visualization and Integrated Discovery) bioinformatics resources (Figure 3A). This comprehensive analysis revealed that cytoskeleton-related GO terms, such as actin filament, cell adhesion, cell projection, and microtubule, are over-represented in the GO terms ranked among the top 5 terms. To further identify the biologically relevant pathways, we performed Metascape analysis using the same list as above. 

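Table 2 lists the genes of 5 ontology clusters, and the splicing change of each gene was looked up in the files. The paper took these genes from its list of genes with changed splicing in the same samples, at the same limits of Δ*I* and RPKM. A called event in each gene found is therefore no independent support for the list. For axon development, 63 of the 69 listed symbols were found in the files, and all 63 had a called event with Δ*I* of at least 0.1 and RPKM above 1. The same held for 26 of 27 symbols for protein localization to cell periphery, 50 of 54 for microtubule-based process, 17 of 18 for protein localization to membrane raft and 26 of 27 for negative regulation of cell projection organization. Many genes are listed in several clusters, and counted once there were 105 symbols, of which 99 were found. The remaining 6 symbols were not found in the files as spelled and were not looked up under older names. Their genes are therefore not in these counts, although they may be among the called events under other names. In the gene's most changed event, inclusion was higher in control in 48 of the 99 genes and higher in *Qk* cKO in 51, so the clusters hold changes in both directions. The enrichment itself was not recomputed.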

GO terms, such as axon development, protein localization to cell periphery, and microtubule-based process, were identified as statistically enriched ontology clusters among Qki-regulated alternative splicing events (Figure 3B,C and Table 2). Notably, *Flna* and *Nin*, both of which have biologically relevant exons related to the NPC-to-neuron transition [16], are repetitively listed in genes of cytoskeleton-related GO terms. These results suggest that Qki5 is an important factor in pre-mRNA splicing during NPC-to-neuron transition in the embryonic neural stem cells.

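Of the 5 clusters of Table 2, *Flna* is listed in 4 and *Nin* in 2. Both are listed under axon development and under microtubule-based process.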

### 2.3. A Large Exon 18 of Nin Is Regulated by Neural Stem Cell Regulator Qki5

One previous report demonstrated that RNA switching exons from two genes, *Nin* and *Flna*, are associated with the NPC-to-neuron transition in neocortical development [16]. Interestingly, our aberrant pre-mRNA splicing list from *Qk* cKO includes alternative exons from both *Nin* and *Flna*. However, the Qki-dependent alternative splicing exon of *Flna* was different from the critical exon N of *Flna*, which contains a premature stop codon, thereby controlling Flna protein level through the nonsense-mediated decay pathway. By contrast, we found that a large alternative exon 18 of *Nin* was dramatically downregulated in *Qk* cKO cortices. 

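The changed exon of *Flna* is a cassette exon of 24 nt on the minus strand of chromosome X from 74232967 to 74232990 (mm10), in a gene that spans 74223461 to 74249820. It is exon 29 of the annotated transcript Flna-201, lies between exons 28 and 30, and encodes 8 codons without shifting the reading frame. In the annotation, 2 transcripts include it and 4 join its flanking exons. Its inclusion was 0.526 and 0.498 in control replicates 1 and 2 (95% Wilson intervals 0.481 to 0.570 and 0.451 to 0.547), and 0.671 and 0.697 in *Qk* cKO replicates 1 and 2 (0.631 to 0.710 and 0.655 to 0.736). These intervals cover counting error only. The exon was thus included more in *Qk* cKO, with Δ*I* -0.171 (Fisher's exact test, p = 4.37e-14, FDR 6.28e-12, coverage 755 tags), and Δ*I* stayed between -0.185 and -0.158 with each embryo left out in turn. The p-value was 3.87e-14 with the replicate number as a block (Cochran-Mantel-Haenszel test) and 5.50e-04 in the edgeR interaction test (FDR 0.0723). No Qki5 HITS-CLIP tags are marked for this exon in Table S2.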

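*Nin* lies on the minus strand of chromosome 12 from 70011435 to 70113717 (mm10). Its exon 18 is a cassette exon of 2121 nt from 70042132 to 70044252, and all of it is coding, as 707 codons that keep the reading frame. The intron upstream, towards exon 17, is 894 nt long, and the intron downstream, towards exon 19, is 1251 nt long. In the annotation, 6 transcripts include exon 18 and 3 join exons 17 and 19 directly. The exon carried 360 and 283 tags in control replicates 1 and 2, and 117 and 147 tags in *Qk* cKO replicates 1 and 2. The junction that skips it carried 48.0 and 42.0 tags in control and 75.9 and 64.0 tags in *Qk* cKO. Its upstream junction, with exon 17, carried 12.0 and 12.0 tags in control and 9.09 and 11.0 tags in *Qk* cKO. Its downstream junction, with exon 19, carried 29.6 and 21.0 tags in control and 6.09 and 6.00 tags in *Qk* cKO. Of the 2 inclusion junctions, it was thus mainly the downstream one that lost tags. From the junction tags, inclusion was 0.302 and 0.282 in control (95% Wilson intervals 0.208 to 0.421 and 0.188 to 0.414), and 0.0909 and 0.117 in *Qk* cKO (0.0491 to 0.177 and 0.0662 to 0.218). Summed over replicates, inclusion was 0.293 in control and 0.103 in *Qk* cKO, which gives Δ*I* 0.190 (Fisher's exact test, p = 2.10e-18, FDR 4.84e-16, coverage 107 tags). The difference is larger than that between replicates, and Δ*I* stayed between 0.176 and 0.202 with each embryo left out in turn. The p-value was 1.16e-07 when Fisher's exact test used junction tags only and 1.60e-19 with the replicate number as a block (Cochran-Mantel-Haenszel test). The edgeR interaction test, which takes the replicate variation into account, gave a p-value of 1.70e-04 and an FDR of 0.0333. From the exclusion of exon 18 in *Qk* cKO, the paper reasons that a hybrid Ninein protein between the forms of NPCs and neurons is generated in neural stem cells. Because γ-tubulin is mislocalized in Qki5-null neural stem cells, it proposes that the hybrid protein might be involved in the phenotype of the knockout mice.

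**Figure D2:**
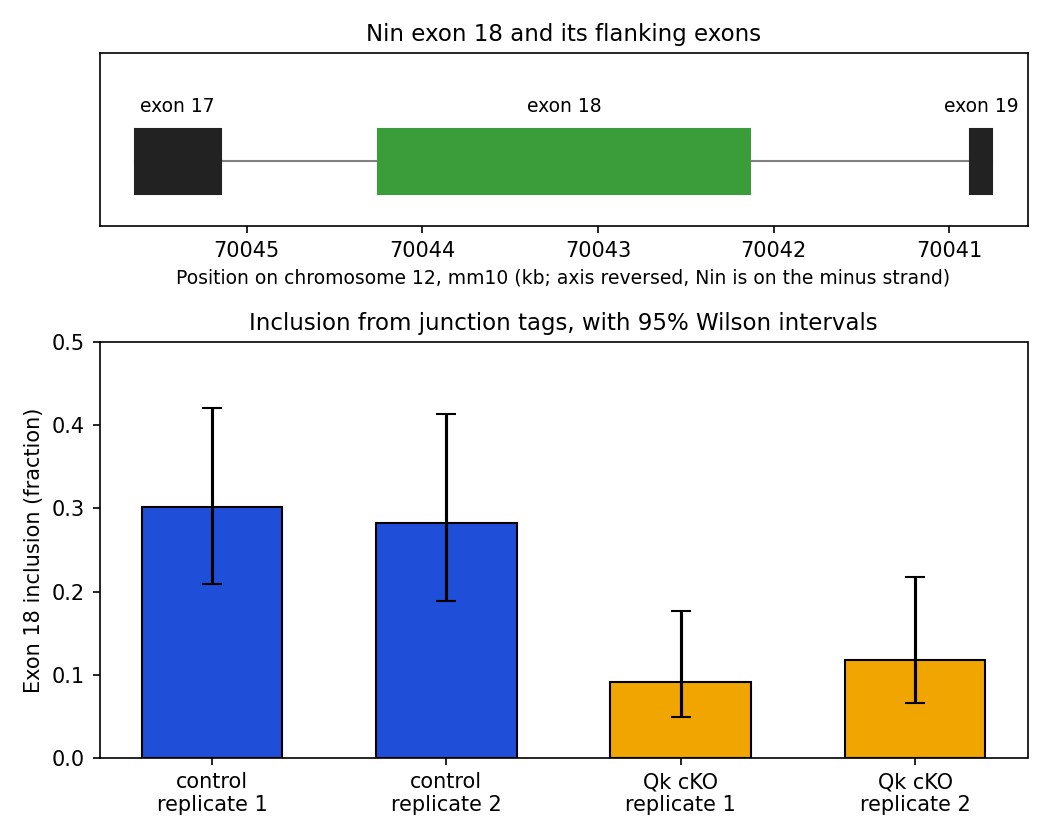
Top, exons 17, 18 and 19 of *Nin* drawn to scale on chromosome 12, with the axis reversed so that transcription runs from left to right. Bottom, inclusion of exon 18 as a fraction in each embryo (bars) with 95% Wilson intervals (error bars), where the control bars at 0.302 and 0.282 are above the *Qk* cKO bars at 0.0909 and 0.117.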

Large exon 18 (>2.1 kb) is almost exclusively included in mouse and human NPCs, as well as in our previous mRNA-SEQ result from mouse neural stem cells, and completely excluded in cortical neurons (Figure 4A and [16]). Additionally, another exon 29bc of *Nin* is also specifically excluded in cortical neurons but included in NPCs [16]. Interestingly, these two exons, 18 and 29bc from *Nin* mRNA, encode the functional protein domains for association with the centrosomal proteins CEP170 and CEP250, respectively (Figure 4B). 

We next performed quantitative PCR validation analysis for the two *Nin* alternative splicing exons using three different biological replicates. The result from two PCR primer sets flanking the constitutive exons and exon 29a-specific did not show any differences between control and *Qk* cKO. By contrast, large exon 18 expression levels were significantly reduced in *Qk* cKO, reflecting mRNA-SEQ data (Figure 4A,C–E). To further confirm that large alternative exon 18 is expressed and lost in *Qk* cKO, we carried out semi-quantitative RT-PCR analysis. Importantly, this large exon (over 2.1 kb) is dramatically decreased in *Qk* cKO cortices (Figure 4F). In addition, we mapped Qki5 HITS-CLIP data, which we have previously performed using E14.5 mouse whole brain, around large exon 18. The Qki5 binding map indicated a significant peak at the intron downstream from alternative large exon 18 of *Nin*, which contained the clear Qki5-binding motif ACUAAC (Figure 4A). Given the mechanism of Qki5-dependent alternative pre-mRNA splicing, downstream binding of Qki5 to normal alternative cassette exons enhances exon inclusion [11]. In an additional gain-of-function study, we observed upregulation of large exon 18 of *NIN* in Qki5-over-expressed HEK293 cells, not Qki6 (Supplemental Figure S1). We conclude that Qki5 directly regulates a large exon 18 of *Nin*. Furthermore, our previous observation shows that Qki5 is almost exclusively expressed in NPC cells, when neurogenesis actively occurs in the embryo, but neurons do not express it [11]. This evidence supports the idea that Qki5 enhances NPC-Ninein expression via alternative splicing, and non-Qki5-expressing neurons express neuron-Ninein, suggesting a role of Qki5 in the NPC-to-neuron transition (Figure 4G).

## 3. Discussion

Using genetics and mRNA-SEQ analysis, we found that the RNA-binding protein Qki5 regulates a very large internal alternative exon 18 of *Nin*, which is related to the NPC-to-neuron transition. In addition, we proposed a mechanism by which the binding of Qki5 to a downstream intron promotes this large alternative exon. This mechanism was suggested by adding HITS-CLIP information, in which we previously demonstrated three modes of Qki5-dependent alternative splicing in neural stem cells.

Alternative splicing plays important roles in multiple aspects of cortical development. Indeed, defects of neurogenesis have been seen in several murine mutants of genes encoding splicing regulators, such as srrm4, ptbp1/2, Nova2, and Qki5 [11,28]. These RNABPs govern a huge number of target pre-mRNAs, including alternative exons and micro-exons, thereby contributing to multiple aspects of cortical development and complicated transcriptomics. However, a large number of alternative pre-mRNA mis-splicings in RNABP-null mice result in a pleiotropic phenotype [29,30,31]; therefore, it has been difficult to identify how the individual functions of these alternative isoforms contribute to cortical development. For example, a mutant deficient in the neuron-specific splicing factor, Nova, exhibited multiple deficits in the central nervous system, such as radial neuronal migration and axon guidance/synapse formation of neuro-muscular junctions. In vivo rescue experiments demonstrated that the alternative RNA switches *Dab1*, which is a major component of Reelin signaling, and *Agrin*, which is an inducer of clustering of AchRs, were involved in each biological event, respectively [14,32]. Recently, another example was reported in the context of embryonic neocortical development in mouse and human brain. Alternative splicing dynamics from two genes, *Nin* and *Flna*, control critical events, such as neural progenitor expansion and neuronal differentiation in neocortical development. Heterozygous null mutation of *FLNA* in females causes periventricular nodular heterotopia (PVNH) [33]. Interestingly, deep intronic *FLNA* mutation derepresses ectopic exon N inclusion, which has a premature stop codon and induces the nonsense-mediated decay pathway in NPCs, leading to decreased protein levels and mild brain malformation. This mutation- driven alternative exon N inclusion was associated with disruption of NPC factor PTBP1-dependent alternative splicing skipping. By contrast, the repertoire of protein products from the *Nin* gene is dynamically controlled by alternative RNA switching during the NPC-to-neuron transition. Ninein protein isoforms are thought to have different roles in the NPC-to-neuron transition due to their subcellular localization, with NPC-Nin exhibiting strong centrosomal localization mediated by the centrosomal protein CEP family, and neuronal-Nin diffusely localized to the cytoplasm because neuronal-Nin does not contain the C-terminal domain, which encodes a centrosomal localization signal [16]. Importantly, this exon switching is partially associated with neuronal splicing regulators RbFox1/2/3; however, the regulation of a very large exon 18 has been completely unresolved. The present study proposes Qki5 as a critical splicing regulator for the enhancement in the exon 18 of *Nin*.

We recently proposed a novel neural stem cell type splicing regulator, Qki5. Mutants of Qki5 show defects in cell-to-cell adhesion and mislocalization of the centrosomal protein γ-tubulin in neural stem cells, which could be mediating the beta-catenin pathway [11]. We performed unbiased mRNA-SEQ analysis using E14.5 *Nestin-cre*: *Qk* conditional knockout cortices. This analysis revealed a huge number of alternative splicing defects related to microtubule organization, including the *Nin* and *flna* transcripts. Interestingly, we found that Qki5 knockout resulted in exclusion of a very large exon 18 of *Nin*, thereby generating the NPC-neuron hybrid Ninein protein in neural stem cells. This hybrid Ninein protein might be involved in the phenotypic features of Qki5 conditional knockout mice because Qki5-null neural stem cells exhibit mislocalization of centrosomal protein γ-tubulin [11].

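Among the 4600 cassette exons tested in the cortex, the median length was 94 nt, and it was 86 nt among the 427 called as changed in *Qk* cKO. Only 32 of the 4600 exons, or 0.696%, were longer than 1000 nt. Of these long exons, 6 were called as changed and 2 had Δ*I* of at least 0.1 in either direction. *Nin* exon 18 was the 6th longest cassette exon tested, and the longest of the 223 that were called with Δ*I* of at least 0.1.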

In this study, we focused on a larger alternative exon, *Nin* exon 18, which is over 2.1 kb. Previous bioinformatics data suggested that large internal exons over 1000 nt are a minor population, comprising about 0.5% of all internal exons, and only 4.7% of all human protein-coding genes include them [34]. The number of exons with a size greater than 2000 nt is dramatically decreased. A previous biochemical study that examined exons ranging from 50 to 1500 nt demonstrated that large exon size does not limit splicing [35]. Therefore, we proposed that larger alternative exon 18 is also regulated by standard cellular splicing machinery in combination with an additional cell-specific splicing factor, Qki5. Indeed, the present data demonstrate not only the reduction of *Nin* exon 18 inclusion in *Qk* conditional knockout cortices, but the mechanism by which the direct Qki5 action on downstream ACUAAC site enhances exon inclusion in a manner consistent with our previously defined position-dependent map of Qki5 functional exon regulation (Figure 4 and [11]). Moreover, exon 18 of *Nin* dramatically decreased at the NPC-to-neuron transition, which correlated with Qki5 expression patterns, as evidenced by our previous finding that Qki5 is specifically expressed in neural stem cells and lost in neuronal cells. These data collectively indicate that Qki5 can be added to the list of factors required for widespread alternative exon usage during NPC-to-neuron transition.

## 4. Materials and Methods 

### 4.1. Mice 

All of the animal experiments were conducted in compliance with the protocol reviewed by the Institutional Animal Care and Use Committee of Niigata University and approved by the President of Niigata University (approval code SA00191 approved on 5 April 2018). To generate embryonic conditional *Qk* knock-out mice, *Qk*^*flox*/*flox*^ mice were crossed with Nestin-Cre transgenic mice, as previously described [11]. To detect the Nestin transgenes and Cre recombinase, the following primers were used: Nes-F: 5′-AATCCTTCTTCGGGC TTCGG-3′ and Cre-R: 5′-TTGCGAACCTCATCACTCGT-3′. 

### 4.2. The mRNA Sequence and Data Analysis

Total RNA was obtained from three independent replicates of E14.5 mouse cortices from control and *Qk* conditional knockouts. The RNA was extracted using QIAzol (Qiagen; Venlo, The Netherlands) followed by the generation of mRNA libraries using Illumina TruSeq protocols for poly-A selection, fragmentation, and adaptor ligation according to the manufacturer’s instructions (TruSeq RNA Sample Prep Kit v2). The multiplexed libraries were sequenced as 150 nt pair end runs on an Illumina HiSeq 4000 system (Novogen, Pledran, France). Sequence reads were mapped to the reference mouse genome (mm10) using OLego splicing aligner (Zhang Laboratory, networking in the RNA world, https://zhanglab.c2b2.columbia.edu/index.php/OLego). Calculation of exon inclusion rate and differential exon inclusion rate between two groups (Δ*I*) were quantified using a Fisher exact test in the Quantas tool [26]. We used FDR < 0.1 and *p* < 0.01 as significant alternative changes. Differential expression statistics of mRNA abundance were performed with EdgeR [36].

### 4.3. Accession Numbers

The mRNA-SEQ data have been deposited in GEO under accession number GSE123927 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123927) and also see GSE103248 for neural stem cells.

### 4.4. Enrichment Analyses

A dataset of 251 genes having alternative splicing changes between control and *Qk* cKO (lΔ*I* l > 0.1 and RPKM > 1) were subjected to enrichment analyses using DAVID bioinformatics resources 6.7 (https://david.ncifcrf.gov/) [37] and Metascape (http://metascape.org/gp/index.html) [38]. 

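In the deposited RPKM values, 12743 of 23038 genes had a mean RPKM above 1 over the 4 cortex samples. The number was 12339 with RPKM above 1 in every sample and 12881 with a mean above 1 in control or in *Qk* cKO.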

For both analyses, 12,490 genes (RPKM > 1) expressed in the mouse cortex were used as background genes. Functional enrichment was performed in three categories of GO terms, biological process (BP), molecular function (MF), and cellular component (CC), in DAVID. 

### 4.5. RT-PCR and qRT-PCR

RT-PCR analyses were performed as described elsewhere [39]. At least three biological replicates were used for quantitative PCR, which was performed with a StepOnePlus real-time PCR detection system (Applied Biosystems; Waltham, MA, USA). Mouse *Gapdh* gene were used as internal control, and results were calculated using the ΔΔCT method. Semi-quantitative long PCR assays were performed in a total volume of 25 µL containing optimized PCR buffer for KOD-plus-Neo (Toyobo; Tokyo, Japan). Visualized gel image with SyberGold (Invitrogen; Carlsbad, CA, USA) was obtained by iBright CL1000 system (Invitrogen).

### 4.6. Primers for qRT-PCR and RT-PCR 

Primers used for PCR experiments were as follows:

*Nin_Total*: (For Figure 4C)

F:5′-TGCAACAGACGCTACTCCAG-3′ R:5′-GTGATCTTCGTCCATAACGCTT-3′

*Nin_altExon18*: (For Figure 4D) 

F:5′-CCGAGAAAACTCCTGCCTTC-3′ R:5′-GTCTCCATCACCTCCTCCATTT-3′

*Nin_Exon29a*: (For Figure 4E)

F:5′-TGGGACATGTTGGAATCAAGTG-3′ R:5′-GCAAGCAGAAGTTTGTGACTGAA-3′

Nin_Ex18_flanking: (For Figure 4F)

F:5′-GGAGAAGGTGAGAGGCTTGG-3′ R:5′-CACAATTCTTCCTGAGAGCCATTT-3′

## Figures and Tables

**Figure 1:**
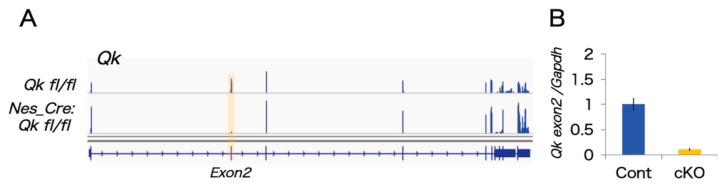
The mRNA-SEQ analysis from E14.5 cortices. (**A**) IGV (Integrative Genome Viewer) image showing mRNA expression of the *Qk* gene from control versus *Qk* cKO cortices. As expected, mRNA from cKO does not include exon 2 because of the loxP sites flanking exon 2 of the *Qk* gene for gene targeting to obtain conditional knockouts. (**B**) Bar graphs show the results of a qRT-PCR validation using control and *Qk* cKO cortices for *Qk* mRNA.

**Figure 2:**
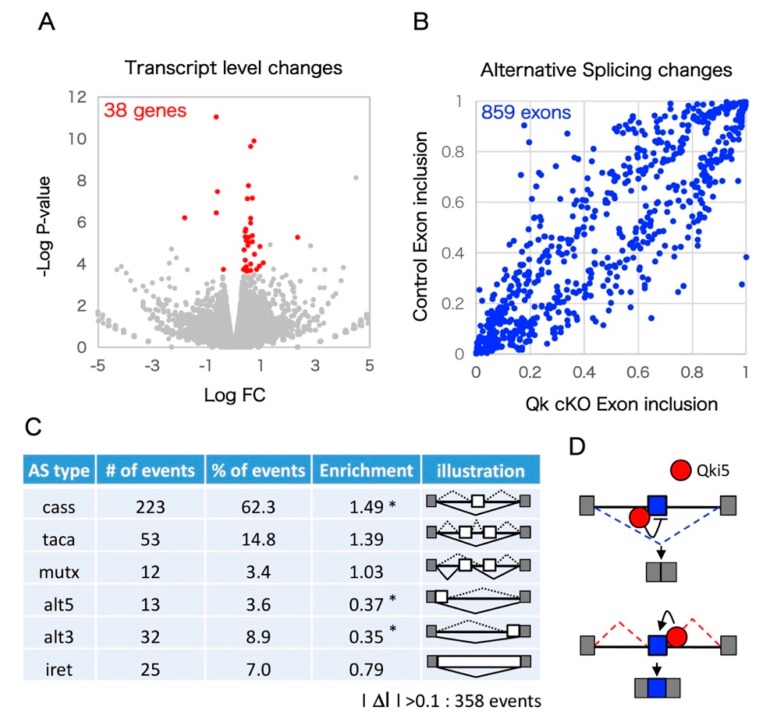
Pre-mRNA splicing defects in *Qk* conditional knockout cortex pre-mRNA splicing defects in Qk conditional knockout cortices. (**A**) Steady state of mRNA level between control and *Qk* cKO. Volcano plot diagrams shown. The significance (*p*-value) versus fold change is plotted on the *Y*-axis and *X*-axis, respectively. (**B**) Scatter plot of the exon inclusion of control versus *Qk* cKO mRNA-SEQ significant hits. Each point represents the mean obtained from two biological replicates for an individual alternative splicing event. (**C**) Qki5 regulates many types of alternative splicing patterns. Asterisk indicates significant enrichment by Fisher’s exact test (* *p* < 0.001). (**D**) Schematic illustration of the bidirectional Qki5 action on cassette exon type alternative splicing regulation. Note: cass: Cassette exon; taca: tandem cassette exon; mutx: mutually exclusive exon; alt5: alternative 5′ site; alt3: alternative 3′ site; iret: intron retention.

**Figure 3:**
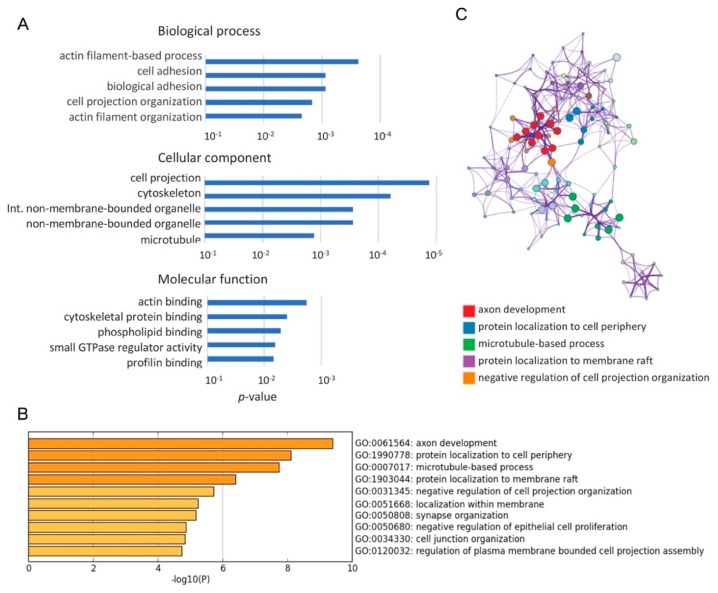
Cytoskeleton related genes were enriched among genes with Qki regulating alternative exons. (**A**) Gene ontology analysis using DAVID (The Database for Annotation, Visualization and Integrated Discovery) bioinformatics revealed that cytoskeleton-related terms were overrepresented in genes with Qki-regulated alternative exons. GO (Gene Ontology) terms ranked among the top 5 terms with *p*-value are represented in the bar graph. (**B**) Gene ontology analysis using Metascape revealed that cytoskeleton-related terms were over-represented in genes with Qki-regulated alternative exons. GO terms ranked among the top 10 terms with *p*-value are represented in the bar graph. (**C**) In Metascape analysis, significant terms were hierarchically clustered into a network tree based on Kappa-statistical similarities among their gene memberships. Each term is represented by a circle node, where its size is proportional to the number of input genes fall into that term, and its color represent its cluster identity. Terms with a kappa similarity score > 0.3 are linked by an edge.

**Figure 4:**
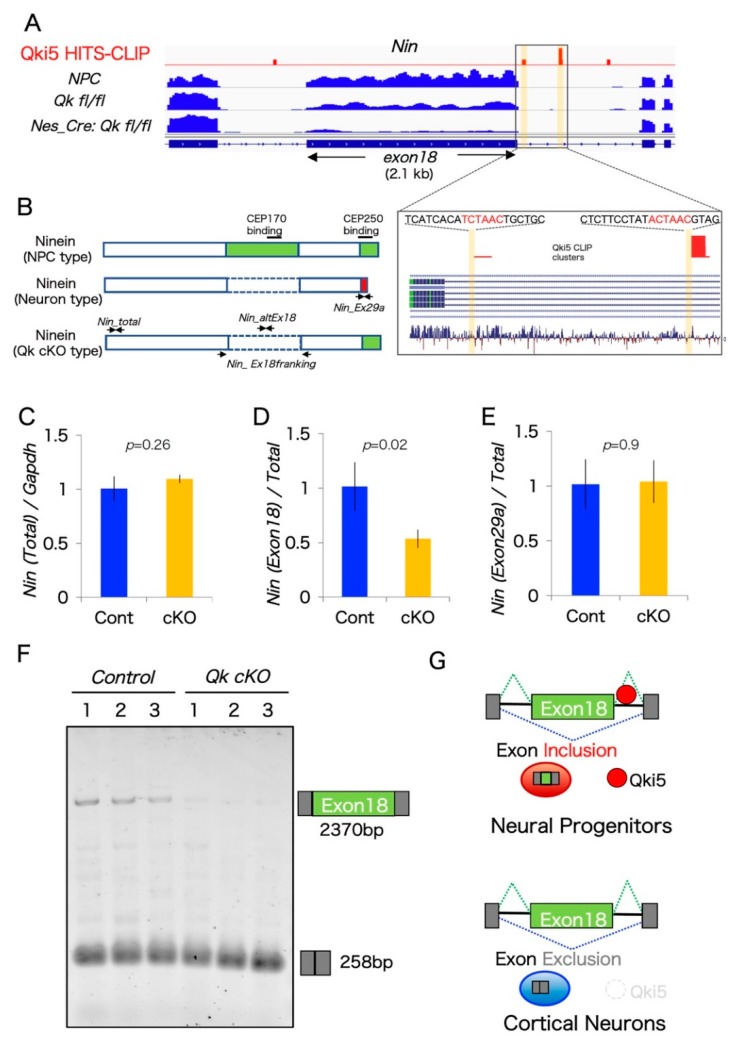
Ninein coding a large alternative exon is regulated by the Qki5 protein along with neuronal differentiation. (**A**) IGV image showing mRNA expression and Qki5 HITS-CLIP clusters along the *Nin* gene including the alternative large exon 18 and its flanking region from control (*Qk* *fl*/*fl*), *Qk* cKO cortices (*Nestin-cre:Qkfl/fl*), and cultured embryonic neural stem cells (NPC). Magnified view of *Nin* gene showing the Qki5-enhanced alternative exon and Qki5 CLIP clusters, including defined Qki5-binding site ACUAAC (highlighted in yellow). (**B**) Protein structure of NPC-Ninein, neuron-Ninein proteins, and NPC-neuron hybrid Ninein with centrosomal protein-binding sites. (**C**–**E**) The qRT-PCR analysis in control and *Qk* cKO cortices was performed to monitor the splicing of each alternative exon of *Nin*. (**F**) RT-PCR gel image of each pre-mRNA splicing of *Nin* exon 18 in control and *Qk* cKO, performed to monitor the splicing of alternative exons. (**Bottom panels**) Primers corresponding to each flanking exon were used to determine the expression of aberrantly processed mRNAs in *Qk* cKO. (**G**) Qki5-dependent pre-mRNA splicing model during NPC-to-neuron transition.

**Table 1:** Statistics for mRNA-SEQ (Sequence).

Sample	Total Reads	Pair.gapless.bed	Mappable (%)	Junction Reads
E14.5_ Qk fl/fl_#1	83,931,860	28,953,888	68.9	13,050,933
E14.5_Qk fl/fl_#2	80,674,030	26,878,815	66.6	11,895,843
E14.5_Nes Qk fl/fl_#1	79,970,980	29,534,795	73.8	13,383,801
E14.5_Nes Qk fl/fl_#2	80,218,216	28,907,399	72.1	12,642,383

**Table 2:** Genes ontology terms associated with Qki-regulated alternative splicing targets.

Term	Description	Log P	Log (*q*-Value)	InTerm_InList	Symbols
GO:0061564	axon development	−9.397	−5.617	26/468	Aatk,Apc,Ddr1,Dab1,Dst,Dvl1,Evl,Fn1,Nfib,Nin,Numb,Ptprf, Ptprm,Ptprs,Ptprz1,Cyfip1,Tnc,Tsc2,Golga4,Brsk2,Foxp1,Boc, Picalm,Nrcam,Auts2,Kalrn,Cask,Cln3,Dab2,Lrp8,Nrxn1,Dennd5a, Map4k4,Nckap1,Grip1,Ccp110,Ccdc88a,Flna,Bcas3,Ripor2,Ttc3, Prpf40a,Actn4,Qrich1,Fmnl2,Triobp,Zmym5,Fat1,Mff,Bnip2, Tenm4,Clstn1,Adgrl2,Adgrb1,Sorbs2,Celf1,Pcnt,Pkm,Zfx,Brd4, Kmt2c,Ankrd26,Sbf1,Atad3a,Hp1bp3,Slc12a7,Arfip2,Cacna1g,Pla2g6
GO:1990778	protein localization to cell periphery	−8.110	−4.934	19/291	Cask,Cln3,Dab2,Flot2,Kif13a,Myo5a,Nrxn1,Numb,Sorbs1,Snap23, Tsc2,Golga4,Clip1,Rer1,Slmap,Flna,Picalm,Dennd4c,Kalrn,Dvl1, Reep2,Apc,Gcc2,Ccdc88a,Bcas3,Ripor2,Sec16a
GO:0007017	microtubule-based process	−7.738	−4.630	31/770	Apc,Bnip2,Cln3,Dctn1,Dst,Dvl1,Dyrk1a,Kif13a,Kif16b,Kif21a,Mark3, Mdm1,Myo1b,Myo5a,Nin,Pcnt,Fbxw5,Clip1,Haus2,Camsap3,Gcc2, Eml2,Brsk2,Eml4,Ccp110,Phldb1,Ccdc88a,Flna,Bcas3,Ripor2,Prc1, Evl,Cyfip1,Nckap1,Afap1,Arfip2,Triobp,Mtss1,Fat1,Sorbs1,Actn4, Foxp1,Sorbs2,Nrxn1,Clstn1,Adgrl2,Adgrb1,Auts2,Pla2g6,Hnrnpa2b1, Mff,Pot1a,Ddhd1,Eif4g3
GO:1903044	protein localization to membrane raft	−6.406	−3.430	4/6	Flot2,Tsc2,Clip1,Reep2,Snap23,Cln3,Dctn1,Dvl1,Nrxn1,Rer1, Tmem175,Adgrb1,Ccdc88a,Mtss1,Sec24c,Sec16a,Picalm,Nrcam
GO:0031345	negative regulation of cell projection organization	−5.720	−2.864	13/199	Aatk,Dab1,Dab2,Evl,Nrxn1,Ptprf,Ptprs,Ptprz1,Dennd5a,Tsc2, Map4k4,Ccp110,Flna,Apc,Dyrk1a,Mdm1,Ttc3,Map3k7,Actn4, Camsap3,Eml2,Eml4,Pot1a,Bcas3,Picalm,Foxp1,Npr2

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/20/5/1010/s1.

# Supplementary material for: An RNA Switch of a Large Exon of Ninein Is Regulated by the Neural Stem Cell Specific-RNA Binding Protein, Qki5
**Source:** Int J Mol Sci. 2019 Feb 26;20(5):1010. doi: 10.3390/ijms20051010
**Supplement:** Supplementary file 1

Table S1. Transcript level changes in *Qk* cKO

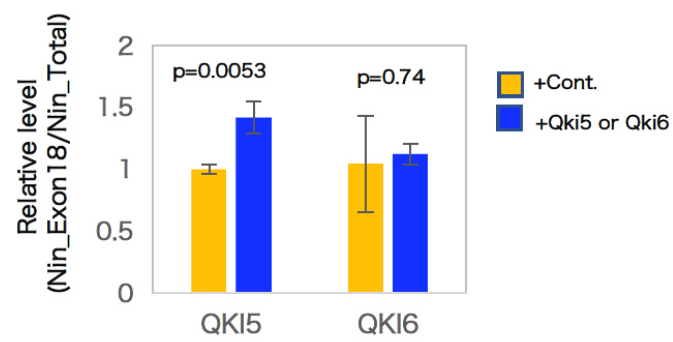

Figure S1

How the deposited data were processed for this re-analysis (not part of the article)

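Messenger RNA of the E14.5 cortex was sequenced from 2 control and 2 *Qk* cKO embryos. The condition and replicate number of each sample were taken from the sample labels, and the genotypes from the paper. The paper's results, Table 1 and the labels give 2 replicates per group, while its methods give 3 for the RNA. All 4 samples were used in every comparison. The other experiments of the paper (quantitative and semi-quantitative PCR, HITS-CLIP, cultured cells) were not analysed here, except for the HITS-CLIP marks that the paper gives in Table S2.

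The authors aligned the reads to mm10 and an exon junction database with OLego and quantified them with Quantas. For each gene the authors deposited the estimated count of tags, which need not be whole, and the RPKM that Quantas calculated from it. Between 8.41% and 12.1% of genes per sample had a tag number that was not whole. For each alternative splicing event the authors deposited estimated counts of the tags that support each isoform and of those on each junction. The alignment and the assignment of fragments to genes and isoforms are therefore already part of the values, and genes or exons that share sequence with others depend on that step. The positions of exons were taken from the mouse annotation GENCODE release M21 on GRCm38, the same build as mm10, and positions are counted from 1.

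Tags per gene were rounded to whole numbers and compared between *Qk* cKO and control with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), after TMM normalization, over all genes with at least 1 tag in any sample. The standard error of a log2 fold change was calculated from the F statistic of this test. Transcripts were called at p below 0.01 and Benjamini-Hochberg FDR below 0.1, the paper's thresholds. The paper's text names EdgeR but not which of its tests. For the comparison after removal of weakly expressed transcripts, the mean RPKM had to be at least 1 in both groups. Alternatives were edgeR's exact test, DESeq2 1.42.0, upper-quartile scaling, edgeR's filterByExpr, the replicate number as a block, and each sample left out in turn.

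Splicing events were compared with Fisher's exact test as described in the paper's methods for Quantas, on isoform tags summed over replicates and rounded. The coverage minimum of 20 tags and the adjustment within each event type were taken from the columns of Table S2, and the Δ*I* values of its 358 events were recalculated with a difference of at most 4.99e-07. Alternatives were junction tags only, a coverage of at least 10 or 50, edgeR's quasi-likelihood test of the interaction between isoform and genotype with a baseline for each sample, a Cochran-Mantel-Haenszel test with the replicate number as a block, adjustment over all event types together, the mean of the replicates' inclusion in place of summed tags, a Δ*I* of at least 0.2, and each sample left out in turn. After the data were seen, an adjustment without the step-up minimum of the Benjamini-Hochberg method and the use of 1 event per set of events with identical tags were added. Leaving out a sample leaves 1 sample in a group, so only fold changes and inclusion were recalculated, without calls. The events do not cover the body of *Qk* exon 2, and its measurement by junction tags was set after the data were seen. Since this measure consists of junction tags already, the alternative with junction tags only gives no separate value for it. The Wilson intervals and the tests on tags cover counting error only.

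The replicate numbers that serve as a block come from the sample labels, and the paper describes the embryos as littermates without saying which samples share a litter. To check the pairing, the deviation of each sample from its group mean was correlated between samples with the same number, over genes with a log2 CPM above 1.

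The genes and events named in the text followed a rule. They are, first, those named in the paper's results (*Qk*, *Nin* and *Flna*). Added to these were the 4 transcripts with the smallest p-value in each direction after the RPKM filter. Also added were the 4 events with the largest Δ*I* in each direction, with coverage of at least 50 and 1 per gene. In the added transcripts and events, both *Qk* cKO samples had to lie on the same side of both controls. One item chosen by this rule is not reported here. *Gapdh* is named in the closing part outside this rule, because the paper used it as the reference of its PCR assays, and so is *Xist*, because its level tells the sex of an embryo.

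All tests across genes or events were tested on simulated data made from the real samples' means and depths with 200 changed genes or events. In the simulated genes, edgeR's quasi-likelihood test recovered 184 of the 200 with 6 false calls among 18602 genes, the exact test recovered 186 with 13 false calls, and DESeq2 recovered 169 with 5. In the simulated events, Fisher's exact test recovered 188 with 18 false calls among 11500 events, and the edgeR interaction test recovered 186 with 7. The simulated events carry no variation between replicates beyond sampling. The simulated changes had a fixed size and were placed only in genes and events with enough tags. In genes this size exceeded the fold changes of all named transcripts, so the recovery does not apply to changes as small as those. Tables were processed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.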

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

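The test in this part was chosen after the result was seen.

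Junction tags near the 3′ end of *Qk*, which the paper does not report on, differed between the groups. Exon 6 of *Qk* is joined to alternative exons 7, and the events in the files cover the acceptor sites of the annotated proteins of 325 and 319 amino acids, but not that of the protein of 341 amino acids. The junctions to these acceptor sites carried 163 and 161 tags in control replicates 1 and 2, and 37.2 and 33.1 tags in *Qk* cKO replicates 1 and 2. The junction of exons 5 and 6 carried 437 and 452 tags in control and 783 and 799 tags in *Qk* cKO. Relative to the exon 5-6 junction, the exon 6-7 junctions in *Qk* cKO were thus at 12.2% of control (two-sided Fisher's exact test on the summed tags, p = 1.60e-68), between 11.4% and 13.1% with each embryo left out in turn. Unequal coverage along the transcript was tested with the neighbouring junctions. Relative to the exon 3-4 junction, the exon 5-6 junction in *Qk* cKO was at 104% of control (two-sided Fisher's exact test, p = 0.471), which goes against unequal coverage upstream of exon 6 as the cause. Coverage further towards the 3′ end was not tested, and neither was the sharing of fragments between the alternative ends of the gene by the authors' quantification. A hypothesis is that fewer *Qk* transcripts in the *Qk* cKO cortex use the ends that encode the proteins of 325 and 319 amino acids. It cannot be told apart from the explanations that were not tested.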

How the results depend on the processing

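The alternatives were set before the data were examined, apart from the adjustment without the step-up minimum, the use of 1 event per set with identical tags, the exon 3 tags as denominator for *Qk* exon 2, and the joint change of background and adjustment for the enrichment, which were chosen after seeing the data. Over 29 results, 140 values were calculated under alternatives other than leaving out an embryo. None reversed its direction. In all, 126 kept their direction and side of the threshold or stayed within the stated limits, 4 were weaker and 10 moved.

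The number of changed transcripts depended on the test, the filter and the replicate block. It was 110 with edgeR's quasi-likelihood test, 57 with edgeR's exact test, 11 after filterByExpr and 192 with the replicate block. After the RPKM filter the numbers were 97, 40, 10 and 174 in the same order. DESeq2 and upper-quartile scaling gave 81 and 100 transcripts, within 1.5 times the first number. The cause of these differences was not tested. Among the 7 other named transcripts, *Hprt* and *Suz12* lost their call after filterByExpr, and the rest kept theirs under each alternative with a test. The changes of *Qk* (called) and *Nin* (not called) kept their direction and side of the threshold under each alternative with a test, and *Nin* lay between 0.02 and 0.16 (log2) when each embryo was left out.

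The number of changed splicing events was 862 with Fisher's exact test and 64 with the edgeR interaction test, and with Δ*I* of at least 0.1 it was 380 and 54. Genes with changed splicing and RPKM above 1 numbered 262 and 40. With Δ*I* of at least 0.2, 134 events remained. The other alternatives gave from 662 to 903 events and from 288 to 418 with Δ*I* of at least 0.1. Cassette exons were enriched under every alternative tried, with scores from 1.4 to 1.94. *Nin* exon 18 and the *Flna* exon were called under each alternative with a test. Among the 8 other events chosen by the naming rule, those in *Ubap2l* and *Ralgapa1* lost their call in the edgeR interaction test.

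With each embryo left out in turn, none of the fold changes and inclusion changes reversed its direction. With 2 embryos per group, how far a value moves is set by the difference between the replicates, so the 8 of 88 values that moved by more than the spread between replicates say nothing about stability. Coverage limits the events that can be tested, since 11500 of 38240 events reached 20 tags, and 6967 reached 50.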

Differences from the paper's values

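With edgeR's quasi-likelihood test, 39 transcripts were higher and 71 lower in *Qk* cKO, against the paper's 15 and 43. Of the alternatives set before the data were examined, edgeR's exact test gave 16 and 41, within 1.5 times the paper's numbers in both directions. DESeq2 gave 33 and 48, close to the paper's number only for lower transcripts. Upper-quartile scaling (26 and 74), filterByExpr (2 and 9) and the replicate block (73 and 119) did not close the gap in either direction. After the RPKM filter, 97 transcripts remained against the paper's 38. Of the alternatives, edgeR's exact test gave 40. DESeq2 (81), upper-quartile scaling (87), filterByExpr (10), the replicate block (174) and a mean RPKM of at least 1 in either group (104) did not close the gap. Of the 58 transcripts in Table S1, 45 were called by edgeR's quasi-likelihood test and 44 by its exact test.

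The paper's Table S1 gives *Qk* a log2 fold change of -0.64, whereas *Qk* cKO over control was 0.65 here. All 58 transcripts of the table have the opposite sign here, and their sizes differ by at most 0.02 from those of edgeR's exact test, so the table gives control over *Qk* cKO. None of the alternatives set before the data were examined changed the sign, since none of them concerns the order of the groups. The directions in the paper's text are those found here.

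For the enrichment score by event type, the paper's values were read by eye from a figure. Mutually exclusive exons scored 0.607 here against the paper's about 1.0 in Fig. 2C, alternative 3′ splice sites 0.617 against about 0.35, and retained introns 0.392 against about 0.79. With all events in the files as background, an alternative set before the data were examined, the scores were 0.968 for mutually exclusive exons and 0.744 for retained introns, within 1.5 times the paper's values, and 0.559 for 3′ splice sites, which did not close the gap. With this background and an adjustment without the step-up minimum, a setting chosen after seeing the values, the scores were 1.03, 0.352 and 0.79 for mutually exclusive exons, 3′ splice sites and retained introns, and 1.49 for cassette exons, where the paper's text also gives 1.49. That adjustment, chosen after seeing the values, also gave 358 events with Δ*I* of at least 0.1, the paper's number, but 811 changed events in all against the paper's 859, where the Benjamini-Hochberg adjustment gave 862.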

Other observations

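In this part the tests on marker genes, on transcript length and on sex were chosen after the result was seen, and the tests on retained introns, mixed splits and overlapping events were set before.

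Samples with the same replicate number were of the same sex as judged by their transcripts. *Xist* had an RPKM of 57.1 in control replicate 1 and 64.5 in *Qk* cKO replicate 1, and 0.0265 and 0.00951 in control and *Qk* cKO replicates 2. Tags on 4 genes of the Y chromosome numbered 0 in both replicates 1, and 8466 and 10415 in control and *Qk* cKO replicates 2. The correlation of same-numbered deviations, 0.53 over all expressed genes, was -0.071 over autosomal genes. This value is consistent with sex as the source of the correlation, so that the replicate block mainly separates the sexes. No effect of sex on the response to *Qk* loss could be tested with 1 embryo of each sex per group.

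Transcripts typical of the hypothalamus and diencephalon were lower in *Qk* cKO. Of 20 marker genes, among them 1 called transcript, 20 were lower, with a median log2 fold change of -0.87. The percentile of this median among 10000 random gene lists matched on expression was 0, since no list was as low. The set was chosen after such transcripts were seen to be lower, so the percentile restates the pattern and does not show whether tissue from the hypothalamus or diencephalon in the control dissections is its source. Relative to the mean of all samples, the median of the markers was 1.11 in control replicate 2 and -0.70 in *Qk* cKO replicate 2, but 0.09 and -0.09 (log2) in control and *Qk* cKO replicates 1. The difference thus rests mainly on the replicates 2, which also differ in sex from the replicates 1. No test separated dissection from an effect of the genotype or of the genotype in embryos of this sex, and these cannot be told apart.

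Other marker sets were tested in the same way. Some epithelial transcripts appeared higher in *Qk* cKO. The median of 14 surface epithelium markers was -0.005, at percentile 57.8 of the random lists, and 7 of the 14 were lower. Their median deviation was 0.20 in control replicate 1 and -0.22 in *Qk* cKO replicate 1. It was -0.16 and 0.03 in control and *Qk* cKO replicates 2. The replicate pairs thus moved in opposite directions. The pooled median therefore cannot tell whether a single *Qk* cKO dissection held epithelium. A smaller share of radial glia could lower radial glial transcripts, and 8 of 12 radial glial markers were lower, 4 had an unadjusted p below 0.05 in edgeR's quasi-likelihood test and 1 was called. Their median log2 fold change was -0.04, at percentile 5.36, and that of 14 neuronal markers was -0.01, at percentile 19.7, both within the range of the random lists. A shift of these sets beyond the random lists was thus not found, while single genes differed. The median deviation of the radial glial markers was 0.048 and 0.034 in control and *Qk* cKO replicates 1. It was -0.003 and -0.042 in control and *Qk* cKO replicates 2, so it was lower in *Qk* cKO in both replicate pairs. That of the neuronal markers was lower in *Qk* cKO in replicates 1 and higher in replicates 2. A small decrease of radial glial transcripts is therefore not ruled out. The median of 11 subpallium markers was 0.09 at percentile 97.3, inside the range of the random lists but near its upper end, and 3 of them had an unadjusted p below 0.05. Their median deviations were -0.05 and -0.02 in control replicates 1 and 2, and 0.06 and 0.03 in *Qk* cKO replicates 1 and 2, a shift of the same direction in both replicate pairs for which no explanation was tested. The median of microglia markers lay at percentile 67.2. The 5 blood markers were all higher in *Qk* cKO, with a median of 0.51 at percentile 99.97. Their median deviation was -0.26 in control replicate 1 and 0.42 in *Qk* cKO replicate 1, but -0.03 and -0.04 in control and *Qk* cKO replicates 2, so the difference rests on the replicates 1. None of the 5 was called, and 1 had an unadjusted p below 0.05 in edgeR's quasi-likelihood test. No explanation was tested for this set.

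Of 77 ribosomal protein transcripts, 67 were lower in *Qk* cKO, with a median log2 fold change of -0.12, and 6 were called. Their median length was 706 nt against 3378 nt over all 12958 expressed genes, and the log2 fold change rose with length across genes (Spearman's rho 0.21). A similar relation appeared between the replicates of one group, with rho 0.166 within control and 0.218 within *Qk* cKO, so length bias differs between single libraries. Random lists matched on both expression and length had a median of -0.05, and the percentile of the ribosomal protein median among 10000 of them was 0. The genes these lists were drawn from had a median length of 813 nt, so length was not fully matched, and a family of related genes was set against lists of unrelated genes. The decrease cannot be told apart from transcript length bias between the libraries. Further technical explanations, such as differences in RNA quality, were not tested.

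Of the 25 retained introns called with Δ*I* of at least 0.1, 23 were retained more in *Qk* cKO. If the *Qk* cKO libraries held more unspliced RNA or genomic DNA, retention over all 1928 tested introns would be higher. The median change over all of them was 0.00517, with 0.00129 in replicates 1 and 0.00792 in replicates 2, and 60.6% of the introns were higher in *Qk* cKO. The median change was 0.00491 between the replicates of *Qk* cKO and -0.000645 between those of control. The shift has the direction of this explanation and exceeded the change between the replicates of *Qk* cKO in replicates 2 but not in replicates 1. It is small beside the changes of at least 0.1 in the called introns, so a uniform shift of this size would not by itself give those changes. Whether unspliced RNA or genomic DNA affected these introns more than others was not tested, and the called introns cannot be told apart from that.

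Many more splicing events were called by Fisher's exact test, 862 of 11500, than transcripts by edgeR's quasi-likelihood test, 110 of 18834. With edgeR's quasi-likelihood test for the events too, 64 were called, fewer than the transcripts, so the excess depends on the test. Variation between replicates was tested as an explanation. Comparing replicates 1 with replicates 2, 1 control and 1 *Qk* cKO sample on each side, Fisher's exact test called 153 events, and the other mixed split called 246, which are 17.7% and 28.5% of the 862 events called between the groups. The first of these splits also separates the sexes. Together with the 64 events called by the edgeR interaction test, this suggests that the pooled test leaves out variation between replicates and that part of the 862 calls may reflect it. In addition, the called events fall into 556 non-overlapping regions, 64.5 per 100 events, so overlapping events are counted more than once. For events with Δ*I* of at least 0.1 the number was 276 regions for 380 events.

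In *Nin*, the 5 other events with enough coverage were not called, with p between 0.222 and 1 (Fisher's exact test). One of them, a cassette exon of 61 nt within 70020834 to 70025481 on chromosome 12, was included at 0.723 in control and 0.774 in *Qk* cKO (Fisher's exact test, p = 0.397, coverage 42.3 tags). The transcript of *Gapdh*, the reference of the paper's PCR assays, had a log2 fold change of -0.37 (standard error 0.090, FDR 0.0959 by edgeR's quasi-likelihood test) and was called. It was also called by DESeq2 with FDR 0.0244, by edgeR after upper-quartile scaling with FDR 0.0965 and by edgeR with the replicate block with FDR 0.0350. It was not called by edgeR's exact test, with FDR 0.183, or after filterByExpr, with FDR 0.312.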
